A study of Mus musculus with 6 samples. Its data were reported in "Chromatin remodeling enzyme Brg1 is required for mouse lens fiber cell terminal differentiation and its denucleation" (2010).

How the data were processed

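RNA was measured in whole eyeballs of newborn mice at postnatal day 1. Of the 6 samples, 3 came from pups in which Brg1 was deleted conditionally in the lens lineage and 3 from wild-type pups. Brg1, encoded by Smarca4, is an ATPase of the SWI/SNF chromatin remodeling complexes. The deletion joined homozygous floxed Brg1 alleles with the Le-Cre transgene, which is active in the surface ectoderm that forms the lens, the cornea and the eyelid epidermis. The mutants are called Brg1 cKO below. Groups and replicate numbers were taken from the labels, 1 array was hybridised per sample, and the series' description calls the samples biological replicates. By the study's methods each sample is an individual eyeball, and the wild-type pups were littermates. The labels call the controls wild type, and the study states that its controls carried the floxed Brg1 alleles without naming these arrays. Without a Le-Cre control, effects of the Cre transgene and of Brg1 loss are not separated in these arrays.

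Per the labels, 50 ng of total RNA per sample was amplified with the NuGEN Ovation system, and the product was fragmented and labelled with biotin. It was hybridised to Affymetrix GeneChip arrays for the mouse genome. The authors processed the arrays with RMA, the robust multichip average, which adjusts probe signals for background, equalises arrays to each other and summarises the probes of a set. The version and software of that step are not given in the sources used here. The deposited values are intensities on a linear scale, and they were converted to log2 here. Normalization between arrays compresses global differences, and signals near background or near saturation vary less than the RNA does, so that folds at either end of the scale are understated. Amplification from a small amount of RNA adds noise that these arrays cannot separate from differences between pups. The table holds no detection calls, so no bound was set for dim probe sets. Instead, values near the 25th percentile of all values, log2 4.84, were read as close to the low end of the scale.

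The table held 22690 rows. The 64 array control rows were left out of the tests, which leaves 22626 probe sets. Probe sets were named from the annotation of the array platform, which can be old and which gave 1 gene to 20380 probe sets and several genes to 691. The other 1555 have no gene name in it and are unnamed here. Gene identifiers of 20351 of the probe sets with 1 gene were found in a RefSeq gene table of assembly GRCm38.p6, and 0 symbols had to be replaced. No coordinates are given, since the arrays carry no genome build. Some genes of the lists have no probe set naming them alone and were not analysed here.

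Differences between genotypes were tested per probe set with limma 3.58.1 in R 4.3.3, with genotype as the only term, empirical Bayes moderation and a two-sided test. Benjamini-Hochberg adjusted p under 0.05 was the threshold, and all adjusted p-values for genes come from this model. Log2 differences are Brg1 cKO minus wild type, with the standard error (SE) of the model, and folds are powers of 2 of these differences. For Smarca4, Dnase2b and the lens genes, an exact two-sided permutation test of the 6 values was added. With 3 arrays against 3 its p cannot go below 0.1. The study selected genes by template matching, a correlation of the values with a genotype template at p under 0.05, with a fold over 1.5. A count at an unadjusted limma p under 0.05 and a fold over 1.5 was therefore made as well, with template matching as an alternative.

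For gene lists, each gene was represented by the probe set with the highest mean over the 6 arrays among those naming 1 gene, which gave 12393 genes. All 31 lists were fixed in advance, and 30 were tested with camera of limma, with an inter-gene correlation preset at 0.01 and Benjamini-Hochberg adjustment over the lists. Camera with the correlation estimated from the data and fry, which asks whether a list moves on balance one way and compares it with no other genes, were alternatives. The remaining list, Xist and Y-linked genes, gave only the sex of the pups. The shift of a list in 1 array is the median difference of its genes from the wild-type mean, or for a wild-type array from the mean of the other wild-type arrays.

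The genes named are Smarca4, Smarca2 and Dnase2b, up to 4 members with the smallest p of each of the first 4 lists and of each list past the set test, the genes the study had measured by qRT-PCR, and the 12 genes per direction with the largest change among those past the threshold. For the last group all Brg1 cKO values had to lie on one side of all wild-type values, and Xist and Y-linked genes were left out. Groups, tests, gene lists, this rule and most alternative settings were set before the data were examined, with 1 exception. A supplementary table of the study with values of some genes in these arrays, among them an interferon-induced gene and a deviating second Brg1 cKO array, had been read before, so that the interferon list was not chosen blind.

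The alternatives set in advance were a further quantile normalization, centring on array medians, array weights, the replicate number as a block, leaving out each array, a filter at the 40th percentile of mean intensity, a variance trend with robust moderation, 1 probe set per gene or the mean of all, template matching, a fold over 2, a ratio of group medians, a sex term and other set tests. Later additions, chosen after seeing the data, were the mean of the skeletal muscle list as a covariate, lens genes at or below log2 13 only, an estimated correlation for the joined lens list, the variance trend and the intensity filter for Dnase2b, the settings of the other named genes for Krt6b, Sprr2d, S100a9 and Calb1, and template matching with a ratio of medians. For camera, the variance trend was used without the robust step, which camera does not offer. The pipeline was tested on simulated data with the means and spreads of these arrays, in 10 runs of 22626 probe sets with 200 changed. In the comparison of Brg1 cKO with wild type so simulated, 22.2% of 2-fold changes were recovered, 92.8% of 4-fold, 97.6% of 8-fold and 99.4% of 16-fold changes, and 5.4% of the calls were false. Figures were drawn with matplotlib 3.10.9. The number of arrays, 3 per group, limits the precision of every value.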

Results

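RNA of whole eyeballs was profiled at postnatal day 1 in 3 Brg1 cKO and 3 wild-type mouse pups, with 1 array per sample. The comparison asks which eye transcripts depend on Brg1, the chromatin remodeling ATPase encoded by Smarca4, when the gene is deleted in the ectoderm that forms the lens and the ocular surface. Each array gave values for 22626 probe sets. Median intensity was 179.9, 169.1 and 184.6 in wild-type replicates 1 to 3 and 185, 180 and 185.5 in Brg1 cKO replicates 1 to 3. The number of arrays limits the precision of all values. Xist was at log2 11.7 to 12.13 in 5 arrays and at 3.3 in Brg1 cKO replicate 1, where Y-linked genes averaged 5.68, so that this sample was male and the other 5 were female.

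Smarca4, the deleted gene, was measured by 2 probe sets whose differences had opposite signs, and neither passed the test. The brighter probe set read 9.91 ± 0.17 in wild-type and 10.09 ± 0.23 in Brg1 cKO eyeballs (log2, SD, n = 3), a difference of 0.18 (SE 0.19) with a limma adjusted p of 0.866. The dimmer probe set read 8.75 ± 0.43 and 8.05 ± 0.43, a difference of -0.70 (SE 0.30, adjusted p = 0.598). Exact two-sided permutation tests gave p = 0.5 and p = 0.2, where 0.1 is the smallest value that 3 arrays against 3 allow. Smarca2, which encodes the related ATPase Brm, differed by -0.05 (SE 0.25, adjusted p = 0.976). Whole eyeballs hold much tissue without Cre, and whether these probe sets lie in the deleted part of Smarca4 is not given in the sources used here, so the gene does not check the labels.

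Brg1 cKO eyeballs varied more among themselves than wild-type eyeballs. The median SD of a probe set over 3 arrays was 0.297 log2 units in Brg1 cKO and 0.215 in wild type, a ratio of 1.38, and the SD was larger in Brg1 cKO for 65.3% of probe sets (14772 against 7854). The first principal component held 42.3% of the variance and separated the genotypes, with wild-type arrays at -44.4, -33.3 and -28.8 and Brg1 cKO arrays at 19.3, 75.2 and 11.9. Brg1 cKO replicate 2 lay farthest out, and its mean correlation with the wild-type arrays was 0.9615, across probe sets, which are not independent replicates. Without it the ratio of the SDs was 0.983. In that array the skeletal muscle list, which marks extraocular muscle, lay 1.05 above the wild-type mean, and wild-type replicate 3 lay 0.83 above the other wild-type arrays. The log2 difference between 3' and 5' control probe sets of actin, which widens as RNA degrades, was 1.12, 1.01 and 0.93 in wild type and 1.28, 1.34 and 0.98 in Brg1 cKO.

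**Figure D1:**
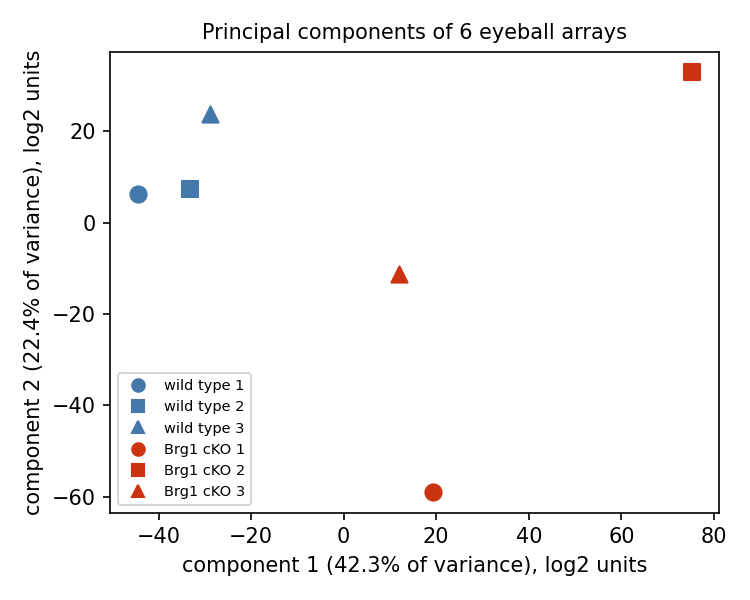
Principal components of the 6 arrays over all tested probe sets in log2 units, with component 1 (42.3% of the variance) on the horizontal and component 2 (22.4%) on the vertical axis and 1 point per array. Wild-type arrays lie between -44.4 and -28.8 on component 1, and Brg1 cKO arrays between 11.9 and 75.2.

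The 12 genes with the largest rise in Brg1 cKO eyeballs included keratin, cytokine, acute-phase and myeloid receptor genes. Krt16, a keratin that wounded or hyperproliferating epidermis induces, rose 122-fold (log2 6.93, SE 0.40, adjusted p = 0.000901). Il1b, the cytokine interleukin 1 beta, rose 114.8-fold (SE 0.52, adjusted p = 0.0036), and Cxcl2, a chemokine that attracts neutrophils, rose 90.21-fold. The interferon-regulated gene Slfn4 rose 91.78-fold, the matrix protease gene Mmp3 rose 70.48-fold (adjusted p = 0.00054) and the lectin receptor gene Clec4d rose 70.13-fold. Rises of the acute-phase genes Saa3 and Serpina3n were 64.91-fold and 43.93-fold. Cd14, the lipopolysaccharide co-receptor of myeloid cells, rose 60.57-fold, Sprr1b, a precursor of the cornified envelope, 46.72-fold, the formyl peptide receptor gene Fpr2 38.35-fold and S100a8, a calprotectin subunit of neutrophils, 31.88-fold. Wild-type means of 7 of the 12, Il1b, Slfn4, Cxcl2, Saa3, Cd14, Sprr1b and Fpr2, lay below log2 4.84, near the low end of the scale, so that their folds and their order are uncertain. Adjusted p-values of these 12 genes reached from 0.00054 to 0.0217. All of them but Cxcl2, S100a8, Cd14 and Fpr2 passed in every fit with an array left out. Cxcl2 had adjusted p = 0.074, 0.114, 0.112 and 0.0902 without wild-type replicates 1, 2 and 3 and Brg1 cKO replicate 3, and its log2 rise, 6.50, was 7.24 without Brg1 cKO replicate 1 and 5.70 without Brg1 cKO replicate 2. Without Brg1 cKO replicate 2 the log2 rise was 6.24 in place of 6.84 for Il1b, 4.382 in place of 4.995 for S100a8 and 5.33 in place of 5.92 for Cd14.

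Of the 12 genes with the largest fall, Krt12 and Ehf belong to the list of corneal, conjunctival and basal surface epithelium. Gja3 belongs to the list of lens fiber structure and maturation. Wfdc18 fell 44.4-fold (log2 -5.47, SE 0.63, adjusted p = 0.02) and Cldn8, a tight junction claudin, 19.33-fold (adjusted p = 0.021). Ehf and Elf5, epithelial transcription factors of the ETS family, fell 14.75-fold and 7.269-fold. Krt12, the keratin of corneal epithelium, fell 13.05-fold (SE 0.25, adjusted p = 0.00194). Gja3, which encodes the lens fiber connexin 46, fell 8.877-fold, Myo7b, an unconventional myosin, 9.04-fold and Tfcp2l1, an epithelial transcription factor, 7.657-fold. Falls of Adh1, Upk3b, Hsd17b2 and Cnmd lay between 6.183-fold and 7.355-fold. The other probe sets of Tfcp2l1 differed by 0.09 and -0.35. They read 3.28 and 3.66 in wild type, near the low end of the scale, where a fall can hardly show. Brg1 cKO means of 5 of the 12, Cldn8, Myo7b, Gja3, Elf5 and Hsd17b2, lay below log2 4.84, where folds are uncertain. Adjusted p-values of these 12 genes reached from 0.000852 to 0.0393, and of them only Krt12, Ehf and Myo7b passed in every fit with an array left out. Wfdc18 had adjusted p = 0.105, 0.0865, 0.0928 and 0.0844 without wild-type replicates 1, 2 and 3 and Brg1 cKO replicate 3, and its log2 difference was -4.78 without Brg1 cKO replicate 1 and -6.06 without Brg1 cKO replicate 2.

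In total, 115 probe sets passed an adjusted p of 0.05, of which 69 were higher and 46 lower in Brg1 cKO eyeballs, and the 103 of them that name a single gene stand for 96 genes. In each of the 115, all Brg1 cKO values lay on one side of all wild-type values, as in 13.7% of all probe sets, where chance gives 10%. A group mean lay below the 25th percentile of all values, log2 4.84, for 65 of them, where folds depend on values near the low end. The count was 24, 26 and 36 probe sets without wild-type replicates 1, 2 and 3, 53 without Brg1 cKO replicate 3 and 216 without Brg1 cKO replicate 2. The split by direction moved with single arrays, to 114 higher and 26 lower without Brg1 cKO replicate 1 and to 103 higher and 113 lower without Brg1 cKO replicate 2. Of the 29 genes past the threshold that were named by the rule set in advance, 15, 14 and 20 remained past it without wild-type replicates 1 to 3 and 24, 29 and 17 without Brg1 cKO replicates 1 to 3, and none changed direction. Of 4 more that were named after their values were seen, Krt6b, Sprr2d, S100a9 and Calb1, the numbers were 0, 1 and 1 and 4, 4 and 3, again with no change of direction.

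**Figure D2:**
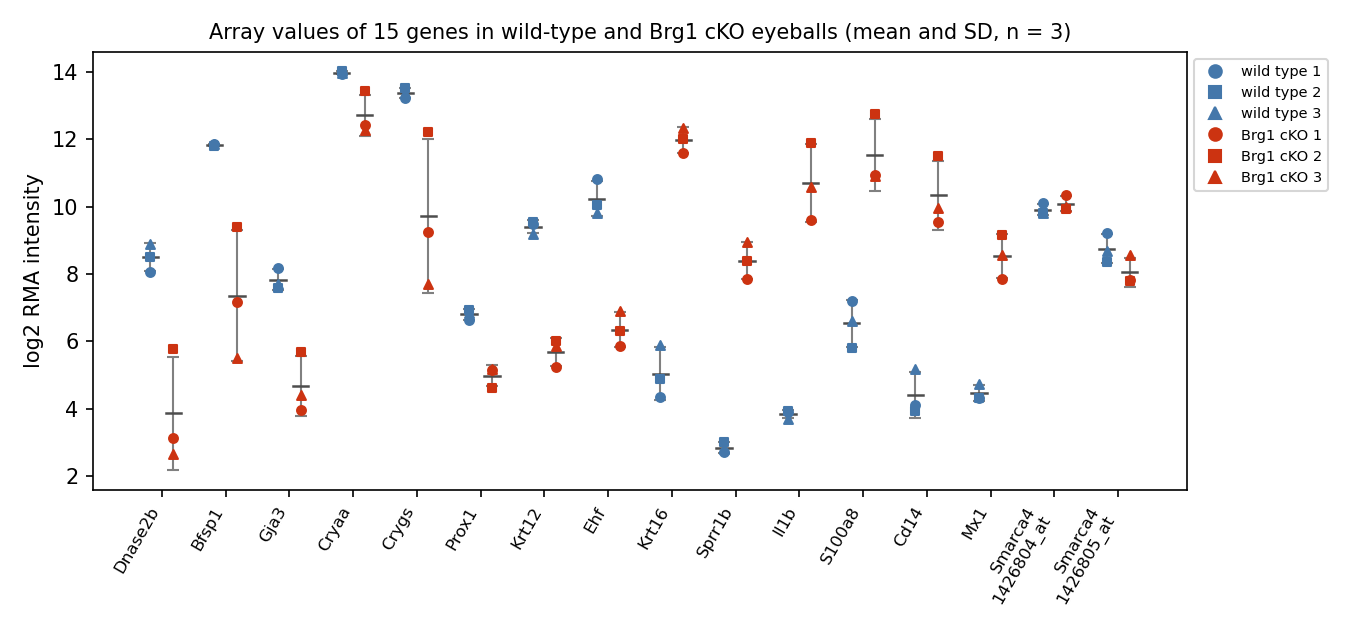
Log2 RMA intensity of 15 genes in each array, with wild type on the left and Brg1 cKO on the right of each pair, points for arrays, and bars for the mean and SD of 3 arrays. Krt16 lies at 5.05 in wild type and 11.98 in Brg1 cKO on average, Krt12 at 9.40 and 5.70, and values of both probe sets of Smarca4 overlap between the genotypes.

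Most measured lens genes had lower means in Brg1 cKO eyeballs. The study describes reduced lens size and smaller eyeballs in Brg1 cKO mutants at postnatal day 1. Lens sizes of these samples are not given in the sources used here. A smaller share of lens and lower expression within the lens are therefore not separated by these means. Over 22 measured genes of crystallins and lens fibers joined, the median log2 difference was -2.21, or 4.61-fold lower, and 21 of 22 genes had negative differences. Of these genes, Caprin2, an RNA-binding protein, fell 4.75-fold (log2 -2.25, SE 0.30, adjusted p = 0.0287), and Gja3 fell 8.877-fold (SE 0.43, adjusted p = 0.0319). Against the wild-type mean, the joined list shifted by -2.40, -0.69 and -3.48 in Brg1 cKO replicates 1 to 3, and wild-type arrays lay at -0.18, 0.19 and -0.02 against each other. The median was -2.94 without Brg1 cKO replicate 2 and -1.60 without Brg1 cKO replicate 3. Camera gave p = 1.58e-20 for the joined list and p = 0.0678 with an estimated correlation. The exact permutation test of the list's mean gave p = 0.1, the smallest possible. Caprin2 and Gja3 each passed the threshold in only 1 of the fits with an array left out, that without Brg1 cKO replicate 2, with adjusted p = 0.00672 and 0.00288.

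Among the alpha- and beta-crystallins, the main soluble proteins of the lens, 0 of 8 genes passed over all probe sets (1900 probe sets had an unadjusted limma p under 0.05), while 7 fell when adjusted over the list alone. Their median was -1.79 (camera adjusted p = 2.84e-08, and adjusted p = 0.446 with an estimated correlation). Cryba2 differed by -2.85 (SE 0.69), Cryaa by -1.26 and Cryab by -1.55. Of 6 gamma-crystallins, which accumulate in fiber cells, 0 passed over all probe sets and 5 fell when adjusted over the list alone. Their median was -2.40 (adjusted p = 3.68e-06, and adjusted p = 0.462 with an estimated correlation), and it was -1.45 without Brg1 cKO replicate 3 and -3.36 without Brg1 cKO replicate 2. Crygn and Crygs differed by -3.80 (SE 0.94) and -3.65 (SE 0.99). In Brg1 cKO replicates 1 to 3, Crygn lay at -3.18, -2.04 and -6.19 and Crygs at -4.11, -1.17 and -5.66. Both means therefore rest most on replicate 3. Of 8 genes of fiber structure and maturation, 2 fell over all probe sets, 6 fell when adjusted over the list alone, and the median was -2.38 (adjusted p = 3.4e-09, and adjusted p = 0.352 with an estimated correlation). Bfsp1, the beaded filament protein filensin, differed by -4.48 (SE 0.84, adjusted p = 0.106), and Tdrd7, an RNA granule protein, by -2.16 (adjusted p = 0.0535).

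Of 19 lens transcription factors, Prox1, which drives fiber cell elongation, fell 3.528-fold (log2 -1.82, SE 0.21, adjusted p = 0.021), and 2 fell when adjusted over the list alone. Hsf4, a heat shock factor of fiber cells, differed by -2.69 (SE 0.54, adjusted p = 0.126), Sox2 by -0.62 and Gata3 by -1.06. The median of the list was -0.33 (adjusted p = 9.33e-05, and adjusted p = 0.352 with an estimated correlation), with 17 of 19 differences negative, and the median was -0.51 without Brg1 cKO replicate 1. Its shift was -0.24, -0.74 and -0.13 in Brg1 cKO replicates 1 to 3, so that replicate 2 was the lowest here and the highest for crystallins. Many of these factors are also expressed in the retina. Without wild-type replicate 1, 2 or 3 or Brg1 cKO replicate 3, Prox1 had adjusted p = 0.0911, 0.109, 0.112 and 0.0574.

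Dnase2b encodes DNase II beta, the nuclease that degrades DNA of lens fiber nuclei. It read 8.50 ± 0.42 in wild-type and 3.87 ± 1.68 in Brg1 cKO eyeballs (log2, SD, n = 3), with 3.15, 5.78 and 2.67 in Brg1 cKO replicates 1 to 3. The mean was 24.7-fold lower (log2 -4.63, SE 0.75). The limma adjusted p was 0.0618, above the threshold, and the exact permutation test gave p = 0.1, the smallest possible. Without Brg1 cKO replicate 2 the difference was -5.58 with an adjusted p of 0.00129, and over the alternatives run for this gene the adjusted p reached from 0.00129 to 0.254. Values near the low end of the scale make the fold uncertain. Of 12 genes of the list of nucleases and the double-strand break response, 0 passed over all probe sets, and the list's median was -0.04 (camera adjusted p = 0.812). Adjusted over the list alone, Dnase2b fell and Dnase1l3, at 1.08 (SE 0.21), rose, the latter chosen after its values were seen.

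Of 23 genes of corneal, conjunctival and basal surface epithelium, Krt12 and Ehf fell, and adjusted over the list alone 9 fell and 2 rose. Krt15, a basal keratin, differed by -2.91 (SE 0.59, adjusted p = 0.129) and Gjb2, a gap junction gene, by 1.76 (SE 0.29, adjusted p = 0.0647). The list's median was -0.59 (camera adjusted p = 3.42e-05, and adjusted p = 0.579 with an estimated correlation), and it was -0.32 without Brg1 cKO replicate 1. Its shift was -1.34, -0.16 and -0.35 in Brg1 cKO replicates 1 to 3 and 0.23, 0.02 and -0.32 in wild-type replicates 1 to 3. In cornified and suprabasal epidermis, 6 of 23 genes rose and 0 fell, and adjusted over the list alone 9 rose and 1 fell. The list's median was 0.79 and its mean 1.42 (adjusted p = 8.6e-11, and adjusted p = 0.352 with an estimated correlation), and the median was 1.64 with the intensity filter.

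The 6 risen genes were Krt16, Sprr1b, Sprr1a, Dmkn, Krt6b and Sprr2d, of which Krt6b and Sprr2d were chosen after their values were seen. Sprr1a rose 31.82-fold (SE 0.28, adjusted p = 0.000852), Dmkn 11.37-fold, Krt6b 10.18-fold and Sprr2d, from a wild-type mean of 4.14, 10.03-fold. Krt6b had adjusted p = 0.0725 and 0.0554 without wild-type replicates 1 and 3, and Sprr2d 0.074, 0.0597 and 0.0624 without wild-type replicates 1 to 3. Krt6b and Krt16 are keratins that wounded epidermis induces, and Sprr genes encode envelope precursors that stress also induces. Krt6a and Krt17 of the same list differed by 1.64 and 0.25 and did not pass. Krt1, Krt10, Krt5, Lor and Krt14, markers of normal epidermis chosen after their values were seen, did not pass over all probe sets. They lay at -0.60 (SE 0.42), -0.37, -0.02, 0.79 and 0.87 (SE 0.26). Among other members of the cornified list that did not pass, Krtdap lay at 1.88, Tgm1 at 1.01, Lce3c at 0.95 and Calml3 at -3.04. Krt14 and Gjb2 were the 2 genes that rose when adjusted over the surface epithelium list alone, and 18 of 23 differences in the cornified list were positive. The list lay 0.45, 1.06 and 0.79 above the wild-type mean in Brg1 cKO replicates 1 to 3.

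The macrophage and interferon lists lay above the wild-type mean in each Brg1 cKO array. Of 22 macrophage and microglia genes, Cd14 rose over all probe sets and 12 rose when adjusted over the list alone. Cd14 had adjusted p = 0.0714 and 0.0564 without wild-type replicates 1 and 2. Ptprc, a leukocyte surface phosphatase, differed by 2.42 (SE 0.45, adjusted p = 0.099), Cd53 by 2.04 and Cd68 by 1.06. The median was 0.98 (camera adjusted p = 8.6e-11, and adjusted p = 0.462 with an estimated correlation). Of 23 interferon response genes, Mx1, an antiviral GTPase, rose 16.59-fold (SE 0.33, adjusted p = 0.00487), 10 rose when adjusted over the list alone, and all 23 differences were positive. Rsad2 differed by 3.76 (SE 0.73, adjusted p = 0.118), Cxcl10 by 3.21 and Oas1a by 2.21. Single arrays moved these values. Rsad2 read 5.93, 6.45 and 8.67 in wild-type replicates 1 to 3, and Cxcl10 read 5.35, 8.46 and 6.78 in Brg1 cKO replicates 1 to 3. The list's median was 1.77 (adjusted p = 2.26e-12, and adjusted p = 0.489 with an estimated correlation), and it was 0.86 without Brg1 cKO replicate 2 and 0.92 with the intensity filter. Of 14 granulocyte and lymphocyte genes, the calprotectin genes S100a8 and S100a9 rose, the latter 23.47-fold and chosen after its values were seen, and the median was 0.16 (adjusted p = 0.0504). Without wild-type replicate 1, 2 or 3 or Brg1 cKO replicate 3, S100a8 had adjusted p = 0.0725, 0.0856, 0.0992 and 0.0509, and S100a9 had 0.0725 and 0.0597 without wild-type replicates 1 and 2.

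Within each genotype, the macrophage and interferon lists were highest in the array with the highest muscle list. The granulocyte and lymphocyte list was highest in wild-type replicate 1, at 0.18, and in Brg1 cKO replicate 2, at 0.35. The macrophage list lay 0.51, 1.39 and 0.9 above the wild-type mean in Brg1 cKO replicates 1 to 3 and 0.57 above the other wild-type arrays in wild-type replicate 3. For the interferon list the values were 0.61, 3.16 and 1.38, with 0.69 in wild-type replicate 3. The skeletal muscle list lay at -0.55, 1.05 and 0.5 in Brg1 cKO and at -0.57, -0.37 and 0.83 in wild type, with 0 of 28 genes past the threshold by limma, a median of 0.21 and an adjusted p of 0.0666. Erythroid genes, which mark blood, had a median of -0.12 (0 of 14 past the threshold, adjusted p = 0.0825), and adjusted over the list alone 1 fell, Hemgn at -0.79 (SE 0.17), chosen after its values were seen.

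Endothelial and hypoxia genes had smaller positive medians. Of 15 vascular endothelial genes, 0 passed over all probe sets or adjusted over the list alone, and the median was 0.43 (camera adjusted p = 0.0252, and adjusted p = 0.784 with an estimated correlation). Emcn differed by 0.82 (SE 0.37), Eng by 0.69, Sox18 by 0.61 and Robo4 by 0.52. This list lay 0.66 above the other wild-type arrays in wild-type replicate 3 and 0.87 above the wild-type mean in Brg1 cKO replicate 2, the arrays with the most muscle. Its adjusted p was 0.0982, 0.176, 0.721 and 0.0826 without wild-type replicate 1, wild-type replicate 2, Brg1 cKO replicate 2 and Brg1 cKO replicate 3, with medians of 0.28, 0.35, 0.12 and 0.47, and it passed in 7 of 14 alternatives. Without wild-type replicate 3 the median was 0.65. Of 17 hypoxia and glycolysis genes, 0 passed over all probe sets and Pfkfb3, a regulator of glycolysis, rose when adjusted over the list alone (log2 1.58, SE 0.25, adjusted p over all probe sets 0.0533). The other, dimmer probe set of Pfkfb3, at 4.22 in wild type and so near the low end of the scale, differed by 0.11 (SE 0.195). Adm differed by 1.41, Bnip3 by 0.76 and Vegfa by 0.51. The median was 0.28 (adjusted p = 0.00489, and adjusted p = 0.579 with an estimated correlation). It was 0.14 without wild-type replicate 2, 0.49 without wild-type replicate 3 and 0.43 without Brg1 cKO replicate 3. Without wild-type replicate 1 the adjusted p was 0.0638. The hypoxia list lay at 0.31, 0.31 and 0.2 in Brg1 cKO replicates 1 to 3. In wild type it lay at -0.34, -0.02 and 0.38, the last above all Brg1 cKO arrays.

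**Figure D3:**
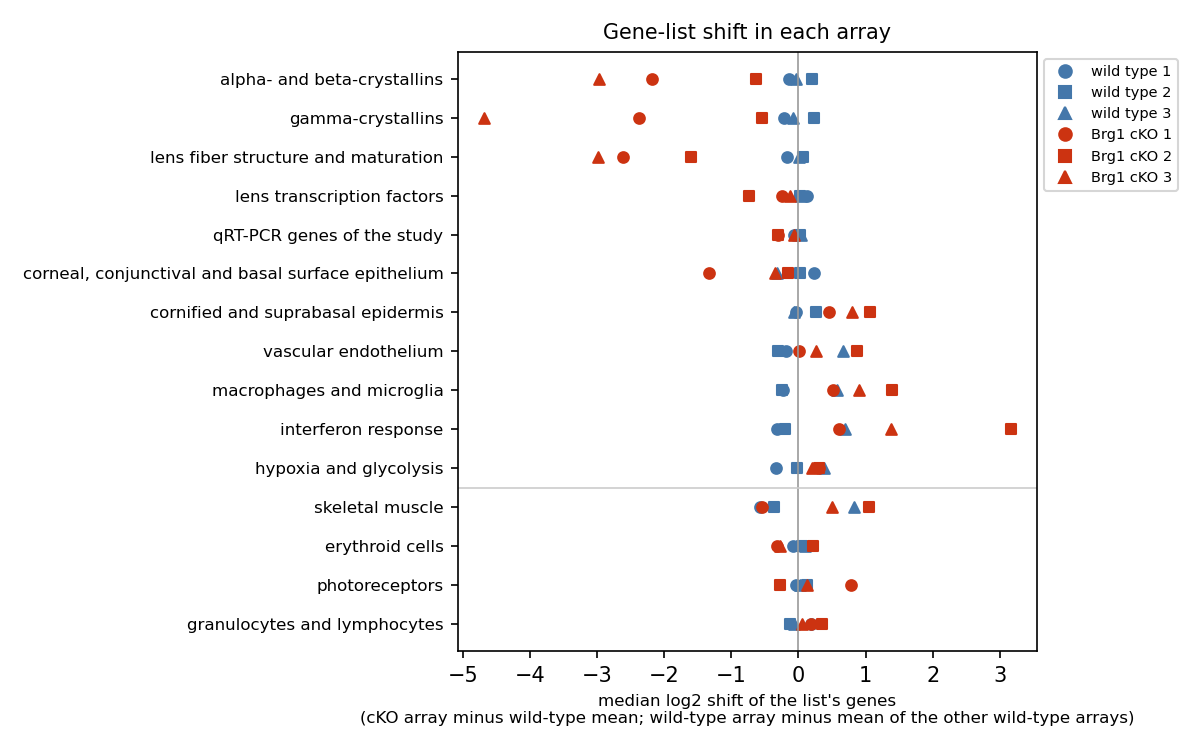
Median log2 shift of gene lists in each array, against the wild-type mean for Brg1 cKO arrays and against the mean of the other wild-type arrays for wild-type arrays, with the 11 lists past camera above the line and 4 other lists below it. The interferon list reaches 3.16 in Brg1 cKO replicate 2 and the gamma-crystallins -4.68 in Brg1 cKO replicate 3.

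Lists of the retina and of other cell types did not pass camera. Of 24 photoreceptor genes 22 were positive, with a median of 0.23 (camera adjusted p = 0.0666). Their shift was 0.78, -0.28 and 0.12 in Brg1 cKO replicates 1 to 3. Retinal progenitors had a median of -0.13 (adjusted p = 0.0702), ganglion cells 0.08 (adjusted p = 0.266), and amacrine, horizontal and bipolar cells -0.17 (adjusted p = 0.433). In the last list Calb1, a calcium-binding protein of horizontal and amacrine cells, rose 4.011-fold (SE 0.24, adjusted p = 0.0217), chosen after its values were seen, while its other, dimmer probe set differed by -0.46. Calb1 had adjusted p = 0.14, 0.103, 0.109 and 0.09 without wild-type replicates 1, 2 and 3 and Brg1 cKO replicate 3. Mueller glia and astrocytes had a median of 0.09 (adjusted p = 0.619), and adjusted over the list alone 1 rose, Dio2, a deiodinase that activates thyroid hormone, at 2.80 (SE 0.46, adjusted p over all probe sets 0.0618), chosen after its values were seen. Medians were 0.10 for pigment cells (adjusted p = 0.384), -0.16 for ciliary body and iris (adjusted p = 0.1) and 0.02 for stroma (adjusted p = 0.66). SWI/SNF subunits other than Smarca4 had a median of -0.12 (adjusted p = 0.254), the proteasome 0.02 (adjusted p = 0.66), cell cycle genes -0.09 (adjusted p = 0.133), the p53 response 0 (adjusted p = 0.66) and heat shock proteins -0.01 (adjusted p = 0.822). Immediate-early genes had a median of 0.22 (adjusted p = 0.1), and the reference genes B2m, Hprt and Sdha 0.22 (adjusted p = 0.251). Apart from Calb1, no member of the lists just named passed limma over all probe sets.

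Over the 30 lists, 11 passed camera with the preset correlation, 5 higher and 6 lower, and 0 with an estimated correlation. Fry gave 2 lists, the qRT-PCR genes (adjusted p = 0.0137) and cornified epidermis (adjusted p = 0.021). Those 16 qRT-PCR genes were picked in the study on lenses with a dominant-negative Brg1, not on these arrays. By qRT-PCR in those lenses, the study found most of them higher, among them Prox1 and Bfsp1. It found Dnase2b, Jag1 and Pitpnm2 lower and Six3 slightly lower. A shift of the whole list one way does not test these directions. In eyeballs, Prox1 fell, and 4 fell when adjusted over the list alone, which are Prox1, Dnase2b, Bfsp1 and Jag1. For Prox1 and Bfsp1 this direction is opposite to that in the study's lenses, and for Dnase2b and Jag1 it is the same. Jag1, a Notch ligand, differed by -1.29 (SE 0.34, adjusted p = 0.265). The dimmer probe set of Jag1, which is the one the study lists, differed by -0.67 (SE 0.21, adjusted p = 0.424). Pitpnm2 and Dnmt3a differed by 0.78 and 0.45 in their brightest probe sets, but 1 of 2 probe sets of Pitpnm2 and 3 of 5 of Dnmt3a were negative, down to -0.13 and -0.30. In the brightest probe sets of the others, Hopx, Cdkn1b, Gsn, Six3, Smarcd1, Hif1a, Fgfr1, Mab21l1, Smarce1 and Vim lay between -0.35 and 0.06. The median of the list was -0.23 and its mean -0.79 (camera adjusted p = 0.00437, and adjusted p = 0.352 with an estimated correlation), and the median was -0.15 without Brg1 cKO replicate 2. With the intensity filter the call ended, with a median of -0.16 and an adjusted p of 0.26.

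At thresholds like those of the study, an unadjusted limma p under 0.05 with a fold over 1.5, 1467 probe sets differed, 802 higher and 665 lower. More were lower than higher with each array centred on its median (680 higher and 840 lower) and without wild-type replicate 2 (630 and 839). Without Brg1 cKO replicate 3 the count was 2465, 1197 higher and 1268 lower. With template matching in place of limma, 820 probe sets passed the same thresholds, 448 higher and 372 lower. After Benjamini-Hochberg adjustment 0 passed template matching, against 1628 at its unadjusted p under 0.05 and 115 by limma.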

Values the study reported

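For whole eyeballs of Brg1 cKO mice the study reported 2,196 genes with disrupted expression, of which 1,115 were upregulated and 1,081 downregulated. It found 230 of these genes to behave alike in lenses that expressed a dominant-negative Brg1, and stated that Dnase2b was reduced in both systems.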

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

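Of the alternatives below, the muscle covariate, the variance trend for Dnase2b, all settings for Krt6b, Sprr2d, S100a9 and Calb1, the restriction to members at or below log2 13, the joined lens list with an estimated correlation and template matching with a ratio of medians were chosen only after the results were seen. With another quantile normalization, median centring, array weights, the replicate block and each array left out, the settings run for it, the brighter Smarca4 probe set kept its direction and stayed short of the threshold (0.05 to 0.27 with an array left out). The lens shift stayed negative in the settings run for it, from -2.94 to -1.60 with an array left out and -2.38 in the dimmer members. Its test alone weakened, to p = 0.0678 at -2.21 with an estimated correlation. Against 115 probe sets past the threshold, array weights gave 190 in total, a replicate block 45, the intensity filter 48, the muscle covariate 184, adjusted template matching 0 (1628 unadjusted), and leaving out an array 24 to 216. At an unadjusted p and a fold of 1.5, against 1467, the intensity filter gave 700, 1 probe set per gene 919, template matching 820 and with a ratio of medians 812, a fold over 2 gave 725, and leaving out an array 1201 to 2465. The filter, single probe sets and higher fold test or pass fewer by construction. The replicate block and each left-out array leave fewer residual degrees of freedom than the main fit. A call lost there does not by itself show dependence on an array. All 115 probe sets kept their sign with each array left out. For the other settings the cause was not tested. Dnase2b passed the threshold with median centring (-4.67, adjusted p = 0.0492), array weights (-5.07, adjusted p = 0.014), the variance trend (-4.63, adjusted p = 0.031), the muscle covariate (-4.99, adjusted p = 0.0292) and without Brg1 cKO replicate 2, with -5.58 to -4.03 over arrays left out and adjusted p from 0.00129 to 0.254 over the settings run for it. The intensity filter removes its probe set. Of the 11 lists, 0 passed with an estimated correlation and 2 with fry. The vascular endothelium call also ended with array weights, the intensity filter and the muscle covariate, and that of the qRT-PCR genes with the filter (-0.16, adjusted p = 0.26). The 29 genes past the threshold that were named by the rule, and the 4 named after their values were seen, kept it under another quantile normalization, median centring, array weights and the variance trend, while with the replicate block 17 of the 29 kept it and 12 lost it, among them Prox1, Gja3, Ehf, Cxcl2, S100a8, Wfdc18 and Cldn8, as did S100a9 and Calb1 of the 4. The ratio of the SDs was 0.983 to 1.73 with an array left out, lowest without Brg1 cKO replicate 2.

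Deviations of same-numbered arrays correlated at 0.06, 0.08 and 0.13, and wild-type replicate 1 correlated best with Brg1 cKO replicate 3 (0.23). These values gave no clear sign of pairing by replicate number, but with 3 arrays per group they cannot exclude it. The block moved the count of calls to 45 as above. Small differences that passed no test changed sign, in Smarce1 (-0.032 with median centring, -0.053 to 0.136 with an array left out), Mab21l1 (0.11 with array weights, -0.20 to 0.19), Hif1a (-0.268 to 0.024), Fgfr1 (-0.276 to 0.032), Smarca2 (-0.305 to 0.087), Gsn (-0.58 to 0.13), Six3 (-0.54 to 0.13) and Smarcd1 (-0.37 to 0.029). A sex term equals leaving out Brg1 cKO replicate 1, the only male, and gave 140 probe sets. Signal near the low end of the scale limits the folds of 65 of the 115.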

Other observations

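The tests of explanations below were chosen only after the results were seen, and the counts over other splits of the arrays before. At template matching p under 0.05 and a fold over 1.5, 820 probe sets differed here. That is lower than the value quoted from the study above.

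Other splits of the 6 arrays into 3 and 3 were counted for the results of whole-array fits. The 10 splits are too few for a share under 0.05. Of them, 1 gave as many as 115 probe sets, which is the real one, and the highest other gave 3. At an unadjusted p and a fold of 1.5, 2 splits reached 1467, and the highest other, wild-type replicates 1 and 3 with Brg1 cKO replicate 3 against the rest, gave 1567. For the lists, 6 splits reached 11, and the highest other gave 15, so lists were also called in groupings that mix the genotypes. Every other split mixes the genotypes unevenly, so it keeps part of the genotype difference and of differences between single eyeballs. Whether the preset correlation calls lists falsely can therefore not be decided from these splits. Their probe set counts are no measure of false calls either.

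The 69 probe sets that rose in Brg1 cKO eyeballs, among them Il1b, Cd14, Mx1, Krt16 and Sprr1b, had a median of 3.28. More extraocular muscle on the mutant eyeballs is argued against as the whole source, since with the muscle list as a covariate the median was 3.08 and 68 of the 69 still passed. More blood is argued against by erythroid genes, of which the highest lay at 0.15 and the median at -0.12. More normal eyelid skin is argued against as the whole source of the 6 risen cornified genes, while some added skin stays open. The study describes failed separation of cornea and eyelid in some mutants. The test takes members of the list to rise alike with added skin. Members that other tissue of the eyeball also expresses would rise less. Of the 13 members of that list above log2 4.84 in wild type, Sprr1a, Dmkn, Krt6b and Krt16 are among the 6. The 9 others had 95% intervals that ended below the lowest of the 6, 3.33. Their differences were mixed, with Krt1 at -0.60, Krt10 at -0.37, Calml3 at -3.04, Krt17 at 0.25 and Ivl at 0.79. Lce3c lay at 0.95, Tgm1 at 1.01, Krt6a at 1.64 and Krtdap at 1.88. A biological source of the rise was not tested.

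Dnase2b was lower than the median of the other 21 lens genes, but it does not stand alone, since Bfsp1 differed by -4.48 (SE 0.84) against -4.63 (SE 0.75), and in Brg1 cKO replicate 3 Bfsp1 and Crygn lay at -6.32 and -6.19 against -5.82. A smaller share of lens tissue would lower all lens genes alike, and the mean gap to that median was -2.47 (-2.99, -2.04 and -2.39 in Brg1 cKO replicates 1 to 3, with a wild-type SD of 0.38), which compression of very bright crystallin probe sets could enlarge, although the median of the 12 lens genes above log2 13 was -2.09 and that of the other 10 was -2.38. Against all 9 other lens genes at or below log2 13 the mean gap was -2.37 and those of the arrays, -2.85, -1.17 and -3.08, all lay beyond 2 wild-type SDs, 0.72, but Hopx, Tdrd7, Caprin2 and others of these are also expressed outside the lens and would fall less with a lost lens. Against Mip, Bfsp1, Gja3 and Crygn, a set chosen after a wider set of dimmer lens genes had been tried, the mean gap of -1.15 and those of Brg1 cKO replicates 1 and 3, -1.82 and -1.01, lay beyond 2 wild-type SDs, 0.82, and that of Brg1 cKO replicate 2, -0.62, within them. In Brg1 cKO replicates 1 and 3, Dnase2b (3.15 and 2.67) and Gja3 (3.96 and 4.40) also lay below log2 4.84, where differences are uncertain, so that less lens, compression and a fall of Dnase2b beyond them cannot be told apart.

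Brg1 cKO replicate 2 stood apart on the first component. Degraded RNA could contribute and cannot be told apart from other sources, since the 3' to 5' difference lay above the next array by 0.06 for actin, within the range of the other arrays, 0.35, and by 0.18 for Gapdh, beyond their range of 0.14. Muscle left on that eyeball cannot be told apart from other sources on this component either. Brg1 cKO replicate 2 was displaced by 59.6, or 51.9 per log2 unit of muscle, but it makes up 56.1% of the component's sum of squares itself. The only reference, wild-type replicate 3, was displaced by 10 (11.3 per log2 unit of muscle). That is less than the distance between the other wild-type arrays, 11.1. For the lens genes muscle is argued against, since it would dilute them, and their median shift lay above that of the next Brg1 cKO array by 1.7, more than the distance between the other Brg1 cKO arrays, 1.08. A different extent of deletion among the mutants was not tested.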
